A study of Mus musculus with 8 samples. Its data were reported in "PD-1 regulates latent effector differentiation of thymic cytotoxic CD8+ T cells" (2026).

How the data were processed

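Single-cell T cell receptor (TCR) libraries were made from mouse CD8+ T cells of the thymus, spleen and tumors. The Parse Evercode TCR method labels the RNA inside fixed cells with a chain of well barcodes. The first-round barcode marks the well, and so the sample, that a cell was loaded into. Second-round and third-round barcodes and a sublibrary index then separate single cells. The 8 samples in the labels are the 8 multiplexed sublibraries of one experiment, and each of them holds cells of all 14 tables that were deposited. The labels give no condition for these sublibraries, so all 8 were left ungrouped. The animal and the tissue of a table were taken from the name the table was deposited under, because no label gives them. Animals are written with the word mouse before the name used there, as in mouse-155A. Neither genotype nor tumor model is given per animal in the labels. No table was assigned to Pdcd1fl/fl or Pdcd1 cKO mice, and no comparison between genotypes or tumor models was made.

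Per the paper's methods, thymic and splenic CD8+ T cells were isolated with a CD8a+ kit and tumor-infiltrating CD8+ T cells with CD8 (TIL) microbeads after tumor digestion. The authors assembled and annotated the chains and called clonotypes with the Parse Biosciences TCR pipeline. Its version and its V(D)J reference are not given in the sources used here. The deposited barcode tables give the read count and the transcript count of the TCRα (TRA) and TCRβ (TRB) chain of each barcode, with a mark for multiplets. The deposited clonotype tables give the count of cells for each pair of TRA and TRB CDR3 amino acid sequences, and the same value as a fraction of all counted cells. The deposited annotation tables give the nucleotide CDR3 sequence of each chain. Checked on the files, all 55460 rows of the clonotype tables equalled the tally of barcodes that carried both chains and no multiplet mark, and 0 barcodes marked as multiplets were counted. Doublets were therefore treated as the authors' pipeline marked them.

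The design fixed before the data were examined took paired CDR3 nucleotide sequences as clonotypes, as the paper's methods define them. The clonotype tables define them by amino acid sequence. For 3 of the 14 tables the annotation was held only in part here, covering 92.6% of the barcodes of mouse-160B thymus, 40.5% of mouse-164B thymus and 29.9% of mouse-164C tumor. The paired amino acid clonotypes of the deposited tables were therefore used as the main definition, and nucleotide sequences became an alternative that covers only the annotated cells of those 3 tables.

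Each table was described on its own. Clonality was given as the share of the most frequent clonotype, the share of the 10 most frequent clonotypes and 1 minus the normalised Shannon entropy, after thinning every repertoire to the 1241 cells of the shallowest one. Overlap was given as the Jaccard index (shared clonotypes over all clonotypes of both tables) and the Morisita–Horn index (which weights clonotypes by frequency). Each pair was rarefied without replacement to its shallower table. Thinning and rarefaction were repeated in 1000 draws, and the mean and the central 95% of the draws are given. The central range covers the rarefaction only, not the spread between animals. A table at its own depth is not thinned, so the thymus table of mouse-155C has no range in the clonality values, and in a pair the shallower table adds nothing to the range. Each thymus table was set against the spleen or tumor table of the same animal, called its own pair, and against those of other animals. The own pair was ranked among 13 pairs, itself and the 12 different-animal pairs that hold 1 of its tables. The design also planned the study's within-mouse reassignment, in which clonotype labels are reassigned while the frequency distributions are kept. What was computed reassigned pooled cells, which mixes the frequencies of both tissues and sets the result by construction, so it is not reported. No p-value was computed, because cells are not replicates and each animal has 1 pair. Shares carry exact (Clopper–Pearson) 95% binomial intervals, and a count of 0 is given with the share that 3 cells would make. Intervals cover counting error only. V and J gene usage was the share of barcodes with a chain, and tables were compared by the Jensen–Shannon distance (base 2, from 0 to 1).

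Named items followed a rule fixed before the data were examined. It took the shared clonotype of each animal with the highest value of the smaller of its tissue frequencies, the most frequent clonotype of each table, and the TRB CDR3 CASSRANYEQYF, which the study names. It also took the 3 TRBV and 3 TRBJ genes with the highest median share, and V genes with a median share of at least 1% whose share in 1 table was over 3 times that median. Chain markers, also fixed before, were TRAV11 (or TRAV11D) with TRAJ18 for invariant NKT-like cells, TRAV1 with TRAJ33 for MAIT-like cells, and TRG, TRD or immunoglobulin chains. TRAV11N with TRAJ18, which this rule did not list, was accepted as invariant NKT-like as well. Invariant NKT cells and MAIT cells are T cells that carry a nearly fixed TRA chain. Gene names are those of the files. Some carry a suffix such as _1, whose meaning is not given in the sources used here. Positions came from the GENCODE annotation, release M39, of the mouse genome GRCm39, by the gene name without that suffix.

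Alternatives were other clonotype definitions (paired nucleotide sequences, these with V and J genes, TRB alone, TRA alone), no rarefaction, one depth for all pairs, weights by transcripts, barcodes with more than 1 chain of a kind left out, at least 2 transcripts per chain, clonotypes of more than 1 animal left out, and each sublibrary left out in turn. Thymus tables were also set against each other, as were spleen and tumor tables, and gene usage was recomputed by distinct clonotypes and by transcripts. Further alternatives were added after the data were seen. They kept multiplets, left out CDR3 sequences that do not end in F or W, left out cells with TRAV11 and TRAJ18, or left out barcodes that match a barcode of another animal. The Morisita–Horn index was tested on simulated repertoires with 200 shared clonotypes at the 7 animals' depths. The mean measured index was 0.988 to 1.01 times the value expected from the simulated frequencies at the rarefied depth. This expected value includes the sampling at that depth. The test therefore checks the calculation and not how the index depends on depth. The own pairs of the data shared 2 to 70 clonotypes, fewer than were simulated. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.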

Results

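TCR chains of CD8+ T cells were recorded in 14 tables from 7 mice. Every mouse gave a thymus table. A spleen table accompanied it in mouse-155A and mouse-155C, and a tumor table in mouse-160A, mouse-160B, mouse-160C, mouse-164B and mouse-164C. The study asked whether CD8+ T cell clonotypes found in the thymus are also found in the spleen or tumor of the same mouse. The labels do not give the genotype or the tumor model of a mouse, so values are given per table and per animal and no group was formed. There are no replicates of a table.

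The tables held 253531 barcodes with at least 1 productive chain, from 7164 in mouse-160A tumor to 44968 in mouse-164C tumor. Both a TRA and a TRB chain were present in 88694 of them. The paired share of a table ranged from 16.8% (95% interval 16.0 to 17.6) in mouse-155C thymus to 46.1% (45.6 to 46.5) in mouse-164C tumor, with a median of 32.2%. Leaving out both multiplets and barcodes with more than 1 chain of a kind moved this median most, to 22.1%. Multiplet marks were on 5.91% to 19.0% of the paired barcodes of thymus tables and on 30.7% to 35.9% of those of tumor tables. After the multiplets were left out, 66914 cells remained, from 1241 in mouse-155C thymus to 13283 in mouse-164C tumor. They made 55460 table-by-table clonotypes. Depth per chain was low, with a median of 1 to 4 TRA transcripts and 2 to 5 TRB transcripts per counted cell. Between 5.68% and 22.5% of the counted cells of a table rested on 1 transcript in both chains. The 8 sublibraries were alike, with 28417 to 35103 barcodes and a paired share of 34.2% to 36.1%.

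Clonality was compared first, as a description of each repertoire. At the common depth of 1241 cells, the 10 most frequent clonotypes held 0.882% to 3.29% of the cells of thymus tables, with a median of 1.65%. They held 1.33% and 3.30% in the spleen tables of mouse-155A and mouse-155C. In tumor tables they held 6.68% (mouse-160B) to 58.0% (mouse-160A), with a median of 28.2%. Leaving out clonotypes of more than 1 animal lowered the value most, from 16.4% to 4.04% in mouse-164C and from 28.2% to 11.3% in mouse-164B, and weighting by transcripts raised that of mouse-160B to 13.9% and that of mouse-164C to 31.7%. The spleen or tumor value was higher than the thymus value in all 7 animals, and the ranges of the draws were apart in the 5 animals with a tumor table. They overlapped in mouse-155A. The thymus table of mouse-155C is the shallowest and has no range, and without sublibrary 6 its share was 3.02% against 2.99% in the spleen, the reverse order. The ratio was 1.17 in mouse-155C and 1.42 in mouse-155A, and between 2.03 and 44.8 in the tumor-bearing animals. With TRA nucleotide sequences alone as clonotypes, the share outside the thymus was higher in 4 of 7 animals, with clonotypes weighted by transcripts in 5, and with at least 2 transcripts per chain or without sublibrary 6 in 6. The normalised Shannon clonality was 4.26e-05 to 0.00418 in thymus tables, 0.000928 and 0.00377 in the spleen tables of mouse-155A and mouse-155C, and 0.0158 to 0.276 in tumor tables. The share of cells in clonotypes seen in 1 cell was taken at each table's own depth, without thinning, so depths differ. It was 94.5% to 99.7% in thymus tables and 20.5% to 78.2% in tumor tables. In the spleen tables of mouse-155A and mouse-155C it was 99.2% and 94.6%.

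**Figure D1:**
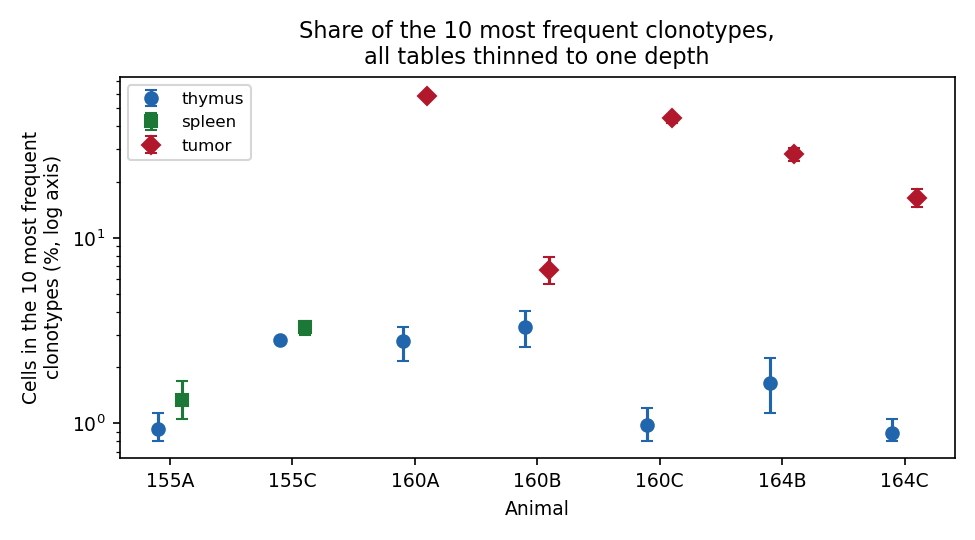
Share of cells in the 10 most frequent clonotypes (percent, log axis) for each animal's thymus table and its spleen or tumor table, all thinned to 1241 cells. Points are means of 1000 draws and bars the central 95% of draws (none for mouse-155C thymus, which was not thinned), and the tumor points lie at 6.68% to 58.0% while no thymus point exceeds 3.29%.

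The most frequent clonotype of a tumor table was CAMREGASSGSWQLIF/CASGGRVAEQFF in mouse-160A (TRA CDR3 first), with 225 cells or 12.4% (10.9 to 14.02). In mouse-164B it was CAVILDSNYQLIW/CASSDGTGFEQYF with 647 cells or 10.98% (10.2 to 11.8). There, 1257 barcodes carried its TRB chain with both this TRA chain and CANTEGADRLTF, and 8 cells of the clonotype were counted in 6 tables of other animals. In mouse-160C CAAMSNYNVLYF/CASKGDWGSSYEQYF held 9.48% (8.56 to 10.5). In mouse-164C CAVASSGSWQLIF/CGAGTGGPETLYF held 6.23% (5.82 to 6.65), and in mouse-160B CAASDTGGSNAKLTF/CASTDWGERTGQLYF held 1.63% (1.37 to 1.93). The most frequent clonotypes of the spleen tables were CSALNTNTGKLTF/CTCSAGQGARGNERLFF in mouse-155A with 19 cells or 0.572% (0.345 to 0.891) and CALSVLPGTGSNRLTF/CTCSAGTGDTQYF in mouse-155C with 0.507% (0.204 to 1.04), tied with another clonotype of 7 cells. Among thymus tables, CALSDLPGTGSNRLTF/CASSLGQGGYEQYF of mouse-160B was the most frequent, with 55 cells or 0.956% (0.721 to 1.24). The leading thymus clonotype was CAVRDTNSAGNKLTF/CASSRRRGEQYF in mouse-155C (8 cells), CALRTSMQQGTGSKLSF/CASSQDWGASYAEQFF in mouse-160A (10 cells) and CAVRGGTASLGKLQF/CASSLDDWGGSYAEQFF in mouse-164B (14 cells). In mouse-155A and mouse-160C it carried the TRAV11–TRAJ18 sequence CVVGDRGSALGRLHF, with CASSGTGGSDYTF (3 cells) and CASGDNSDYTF (7 cells). In mouse-164C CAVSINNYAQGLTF/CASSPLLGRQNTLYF had 3 cells. In mouse-155C and mouse-160A thymus 2 clonotypes had the highest count, and in mouse-164C thymus 3, and the one named came first by sequence.

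The overlap of the thymus with the spleen or tumor of the same animal was small in every animal. Between 2 (mouse-155A) and 70 (mouse-164B) clonotypes were shared, with 15 in mouse-155C, 18 in mouse-160A, 48 in mouse-160B, 6 in mouse-160C and 11 in mouse-164C. The share of thymus cells in shared clonotypes was 3.84% (3.36 to 4.37) in mouse-160B, 2.44% (2.11 to 2.82) in mouse-164B, 2.34% (1.57 to 3.34) in mouse-155C and 2.16% (1.59 to 2.86) in mouse-160A. It was 0.198% (0.102 to 0.346) in mouse-164C, 0.165% (0.0663 to 0.339) in mouse-160C and 0.0959% (0.0116 to 0.346) in mouse-155A. The last fell to 0.0553%, 0.0551% and 0.0546% without sublibraries 1, 2 and 7, and the value of mouse-160C to 0.108% and 0.106% without sublibraries 3 and 8. Of the cells in the spleen or tumor table, 13.02% belonged to shared clonotypes in mouse-164B, 5.75% in mouse-164C, where 741 of the 764 shared tumor cells belonged to 1 clonotype with 1 thymus cell, 4.25% in mouse-160B, 3.09% in mouse-160A, 2.03% in mouse-155C, 0.240% in mouse-160C and 0.0903% in mouse-155A. The median thymus share of 2.16% moved most with TRA nucleotide sequences alone, to 17.7%, and fell to 1.59% when at least 2 transcripts were required per chain.

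Different-animal pairs of a thymus table with a spleen or tumor table gave the background. Over 42 such pairs, 0 to 9 clonotypes were shared, with a median of 2. The Jaccard index of the own pair was 0.00716 in mouse-160A, 0.00671 in mouse-164B, 0.00586 in mouse-155C, 0.00407 in mouse-160B, 0.00108 in mouse-160C, 0.000622 in mouse-164C and 0.000355 in mouse-155A. It ranked first of 13 in 5 animals, with rank 2 in mouse-160C and rank 4 in mouse-155A. In mouse-164C the first rank rested on a value of 0.000622 against 0.00062 in the nearest different-animal pair, which is within the range of the draws (0.000367 to 0.000916). In the other 4 animals ranked first the range of the draws lay above the highest different-animal value, which was 0.00364. The count of first ranks was 3 with TRA nucleotide sequences alone and 6 with at least 2 transcripts per chain.

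The Morisita–Horn index of the own pair was 0.0732 (0.0618 to 0.0840) in mouse-160B and 0.0399 (0.0317 to 0.0440) in mouse-155C. It was 0.00854 in mouse-164B, 0.00250 in mouse-164C, 0.00196 in mouse-160A, 0.000868 in mouse-155A and 4.42e-05 in mouse-160C. Only 3 own pairs ranked first, those of mouse-155C, mouse-160B and mouse-164C, and the range of the draws of mouse-155C included the highest different-animal value, 0.0394. The rank was 3 in mouse-160A and mouse-164B, 6 in mouse-155A and 8 in mouse-160C. When at least 2 transcripts were required per chain, 6 of 7 own pairs ranked first, but the median different-animal pair then shared 0 clonotypes, so that 1 shared clonotype can be enough for a first rank. The index fell to 0.0311 in mouse-160B, 8.47e-06 in mouse-160C and 4.61e-06 in mouse-164C. Over the alternatives with paired clonotypes, the index of mouse-160B ranged from 0.0265 by transcripts to 0.101 without barcodes that had more than 1 chain of a kind. That of mouse-164B ranged from 0.00274 by transcripts to 0.0751 without clonotypes of more than 1 animal. The value of mouse-164C depended on 1 sublibrary, since leaving out sublibrary 4 lowered it to 5.64e-05, and leaving out sublibrary 2 lowered that of mouse-155C to 0.0252.

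**Figure D2:**
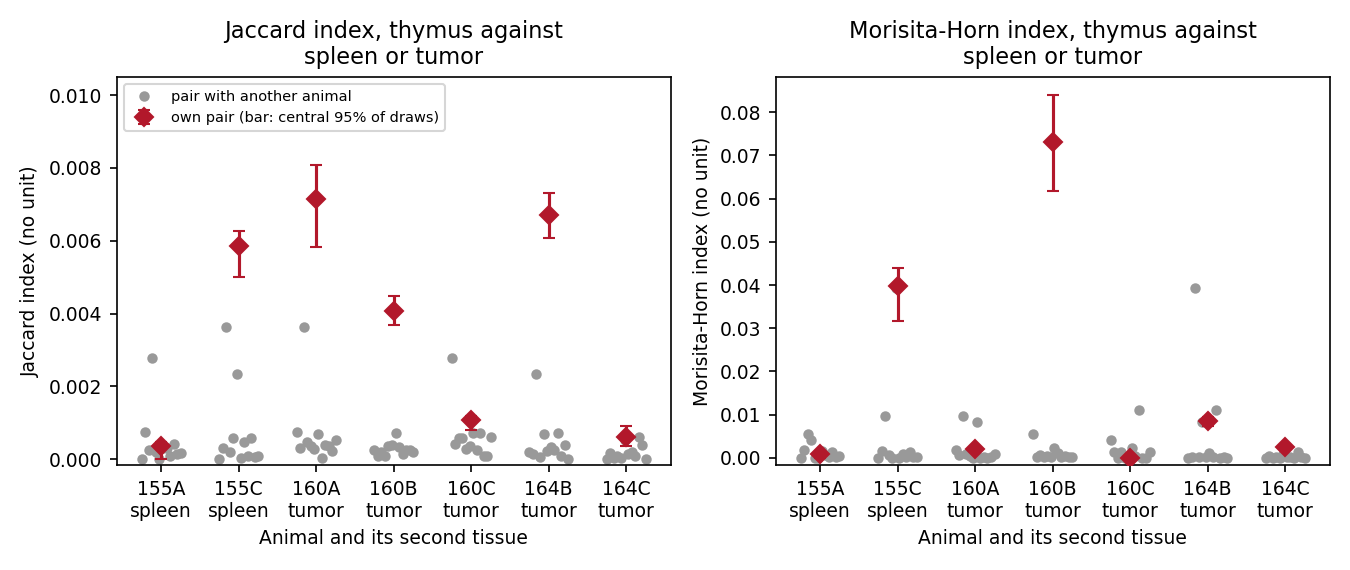
Jaccard index (left) and Morisita–Horn index (right), both without unit, for each animal's own thymus and spleen or tumor pair (diamonds, bars the central 95% of 1000 rarefactions) and for the 12 different-animal pairs that hold 1 of its tables (circles). The diamonds of mouse-155C, mouse-160A, mouse-160B and mouse-164B stand above their circles in the left panel, while in the right panel those of mouse-160A and mouse-164B do not.

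The shared clonotype with the highest smaller tissue frequency was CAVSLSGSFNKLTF/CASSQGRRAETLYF in mouse-160A (TRAV3-1, TRBV21_1), with 7 thymus cells or 0.322% and 12 tumor cells or 0.662%. In mouse-155C it was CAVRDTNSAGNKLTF/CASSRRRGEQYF (TRAV7-3, TRBV17), with 8 thymus cells or 0.645% and 3 spleen cells or 0.217%. In mouse-160B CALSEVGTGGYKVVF/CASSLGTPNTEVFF (TRBV14) had 30 thymus cells or 0.521% and 14 tumor cells or 0.168%. In mouse-164B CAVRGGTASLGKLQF/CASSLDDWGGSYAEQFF (TRAV7D-3, TRBV12-2) had 14 thymus cells or 0.185% and 8 tumor cells or 0.136%. The leading shared clonotypes of mouse-155A, mouse-160C and mouse-164C had 1 or 2 thymus cells and 1 to 4 cells in the second tissue, too few to give a frequency. They were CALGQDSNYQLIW/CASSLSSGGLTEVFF, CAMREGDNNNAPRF/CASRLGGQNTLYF and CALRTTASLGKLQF/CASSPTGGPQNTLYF. Each of the 7 had 1 pair of nucleotide sequences in all its annotated cells. Only that of mouse-160A was also found in another animal, in 1 cell.

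The TRB sequence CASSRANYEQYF, which the study names, was counted in 10 cells of mouse-160A tumor, 0.552% (0.265 to 1.01), in 3 clonotypes led by the TRA sequence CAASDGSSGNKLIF. Among the other 13 tables, no counted cell carried it. There 3 cells would make a share of 0.0226% in mouse-164C tumor and 0.242% in mouse-155C thymus. The exact intervals reach 0.0278% and 0.297%. In mouse-160A thymus 3 cells would make 0.138% and the interval reaches 0.169%, and 1 barcode there had the chain without a TRA partner. Such unpaired barcodes, all with 1 transcript, were also seen in 7 tables of other animals, 1 or 2 in each.

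V gene usage was compared between tables. The Jensen–Shannon distance of TRBV usage between thymus tables of different animals was 0.0262 to 0.0503, with a median of 0.0406, and random splits of 1 thymus table into equal parts gave 0.0182 to 0.0673 with a median of 0.0366, at a lower depth. The distance between the thymus and the spleen or tumor table of the same animal was 0.0657 to 0.316, with a median of 0.139, and was above every distance between thymus tables in all 7 animals. The values of both spleen animals, 0.0657 in mouse-155A and 0.0660 in mouse-155C, were below the highest value of the random splits, and those of the 5 tumor tables, from 0.0809 in mouse-160B, were above it. The median moved to 0.0745 when each distinct chain was counted once and to 0.245 by transcripts. Different-animal pairs of spleen or tumor tables reached 0.385, between mouse-160A and mouse-160C tumor.

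TRBV13-2 (chromosome 6, 41098330 to 41098766, plus strand, GRCm39) had the highest median share, 11.1%, and ranged from 8.39% in mouse-164C tumor to 15.5% in mouse-160A tumor. TRBV13-1_1 (chromosome 6, 41092941 to 41093402) had a median of 8.93% and, at over 3 times this, reached 29.7% (28.6 to 30.9) in mouse-160A tumor. TRBV12-1 (chromosome 6, 41090484 to 41091001) had a median of 7.84% and reached 12.3% in mouse-164C tumor. TRBV20 (chromosome 6, 41165207 to 41165911) was over 3 times its median of 1.45% in mouse-164C tumor, at 4.37%. The leading J genes were TRBJ2-7 (41520744 to 41520790, median 18.9%), TRBJ2-1 (41519688 to 41519737, median 13.5%) and TRBJ1-1 (41510798 to 41510845, median 11.7%), all on chromosome 6. The annotation lists these as TCR V or J gene segments. Among TRAV genes with a median share of at least 1%, 7 exceeded 3 times their median in a tumor table. The highest was TRAV14-3 (chromosome 14, 54000630 to 54001151) with 19.5% in mouse-160A tumor against a median of 1.40%. TRAV16N_1 and TRAV9-4 were also highest in mouse-160A tumor, at 9.53% and 8.37%. TRAV6-5_1, TRAV14-1 and TRAV8D-2_1 were highest in mouse-160C tumor, at 11.1%, 10.5% and 9.74%, and TRAV3-3_1 in mouse-164B tumor, at 15.8%.

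Among V genes with a median share of at least 1%, TRAV11 (chromosome 14, 53756760 to 53757316) was the one that exceeded 3 times its median in a thymus table. Its share was 5.84% to 11.004% in thymus tables and 0.222% to 1.26% in spleen and tumor tables. The invariant NKT-like pairing of TRAV11 with TRAJ18 made up 5.62% (5.21 to 6.05) of the TRA-bearing barcodes in mouse-164B thymus to 10.8% (10.2 to 11.4) in mouse-160B thymus. It made up 0.403% and 1.10% in the spleen tables of mouse-155A and mouse-155C and 0.161% to 0.451% in tumor tables. Of the 4119 barcodes with this pairing, 3867 had the CDR3 sequence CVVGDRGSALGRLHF. The MAIT-like pairing was seen in 1 of 129948 such barcodes. No table held a TRG, TRD or immunoglobulin chain among its primary chains. Per the paper's methods the libraries covered TRA and TRB chains, so this absence says nothing about cells that carry the other chains.

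**Figure D3:**
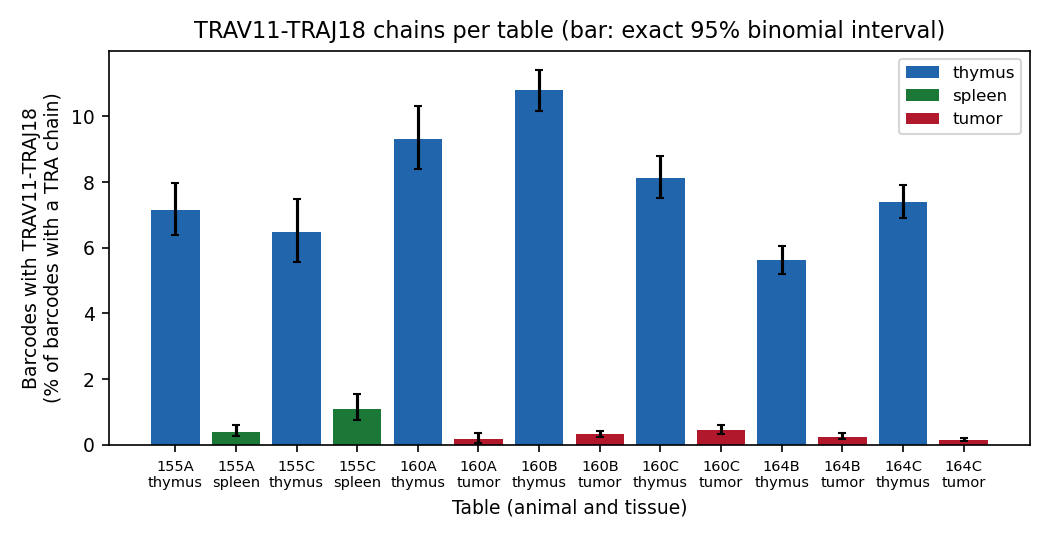
Barcodes with TRAV11 and TRAJ18 as a percentage of all barcodes with a TRA chain, per table, with exact 95% binomial intervals. The 7 thymus tables lie between 5.62% and 10.8%, and the spleen and tumor tables at or below 1.10%.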

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

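The tests in this part of barcode misreading among matching clonotypes, of plate columns and of transcripts in shared cells were chosen after the sharing between animals had been seen, and those of plate columns and of transcripts replaced earlier versions whose values are also given.

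Between tables of different animals, clonotypes were shared 266 times, and in 61 of these the cells in both tables had the same second-round barcode, third-round barcode and sublibrary, so that only the first-round well differed. The main values of the report use none of these barcode parts, which enter only some alternatives. Random cells of the same tables give 0.249 such matches. A misread or exchanged first-round barcode is a candidate explanation for these 61 cases. It leaves the other 205 open, since matches made up 22.9% of all cases. Matches were sought among counted cells only, so a source barcode marked as a multiplet or lacking a chain was missed. The count of 61 is therefore a lower bound, and the 205 may still hold misread cases. Cells of matching clonotypes lay in the same plate column in 49.3% of cell pairs, against 8.20% to 26.2% for random cells. Among the 205 without a match, the share in the same column was 10.7%, inside the 6.34% to 13.2% that random cells give. The earlier version took all 266 cases, gave 19.5% against 11.4% (7.89 to 15.0) and fitted such carry-over, until the 61 matching cases were set apart. The later version argues against carried cells or RNA between wells of a column as the main source of the 205, and does not speak to the 61. Convergent recombination is argued against for most cases, because the nucleotide sequences differed in 21.5% of the 228 cases where both could be read. Of these 49 cases, 26 had the TRAV11–TRAJ18 chain. Among clonotypes without a match that had 1 cell in a table, that cell had 1 transcript in both chains in 62.5% (56.8 to 68.0) of cases. The value was 21.9% (15.9 to 28.9) for clonotypes shared within an animal and 12.96% for all counted cells. The earlier version asked whether a clonotype was left when 2 or more transcripts were required per chain, and 94.0% of the 266 were lost against 62.4% of the 170 shared within an animal. This is consistent with free RNA of abundant clonotypes that entered other barcodes, as a hypothesis. Apart from convergent recombination, no biological explanation was tested, since animals have no group in the labels.

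In the 5 tumor tables, 2377 barcodes carried 1 TRB chain together with 2 TRA chains that each also formed a clonotype of at least 5 cells with that TRB chain. The main values of the report do not use secondary chains, which enter only the alternative that leaves out such barcodes and the count given beside the clonotype of mouse-164B. With the second TRA chain replaced by that of another clonotype of similar size, 21 barcodes were found. This test was chosen before its result was seen. The excess is consistent with single clones that express 2 TRA chains and that the paired definition counts as 2 clonotypes. In mouse-164B tumor, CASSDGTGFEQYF was counted with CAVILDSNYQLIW in 647 cells and with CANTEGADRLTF in 361 cells, and 1257 barcodes carried both TRA chains. Of these, 386 were marked as multiplets and so left out of the counts. The clonality of tumor tables given above may therefore be understated in this way. With TRB nucleotide sequences alone, which joins such clonotypes, the 10 most frequent held 64.4% in mouse-160A, 7.59% in mouse-160B, 49.4% in mouse-160C, 30.1% in mouse-164B and, in the annotated cells, 18.0% in mouse-164C, against 58.0%, 6.68%, 44.0%, 28.2% and 16.4%. This is no exact size of the effect, since multiplets stay left out and other clones with the same TRB chain are joined too. Doublets of 2 clones would have to join the same TRB chain each time and would appear among the replaced chains too. No other biological explanation was tested.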

How the results depend on the processing

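Alternatives chosen after the data were seen were the ones that kept multiplets, left out CDR3 sequences not ending in F or W, left out TRAV11–TRAJ18 cells, or left out barcodes matching another animal.

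The alternative that moved most values was TRA nucleotide sequences alone. The Jaccard index of the own pair then ranked first in 3 of 7 animals in place of 5, and the Morisita–Horn index in 0 in place of 3. The median different-animal pair shared 95.5 clonotypes in place of 2, the median share of thymus cells in shared clonotypes was 17.7% in place of 2.16%, and the 10 most frequent clonotypes held more cells outside the thymus in 4 animals in place of 7. With TRB nucleotide sequences alone, the Morisita–Horn index ranked first in 1 animal and the median different-animal pair shared 18.5 clonotypes. A single chain is shared more often by construction than a pair of chains. This does not account for the gap between TRA and TRB. TRB alone gave a median thymus share of 2.71% and a higher share outside the thymus in 7 animals. TRA alone also joins cells that carry recurrent TRA sequences. The TRAV11–TRAJ18 chain was in 5.90% to 10.9% of the counted cells of thymus tables. A TRA sequence not ending in F or W was in 5.67% to 8.86%. The thymus values of TRA alone therefore reflect these sequences too.

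Requiring 2 or more transcripts per chain raised the count of first ranks by the Morisita–Horn index to 6, lowered the median number of clonotypes shared between animals to 0 and the median share of thymus cells to 1.59%. This alternative left 31703 of the 66914 cells. The Jaccard index ranked first in 6 animals, and the 10 most frequent clonotypes held more cells outside the thymus in 6. Shared clonotypes then numbered 32 in mouse-164B, 20 in mouse-160B, 6 in mouse-160A, 3 in mouse-155C and 1 each in mouse-155A, mouse-160C and mouse-164C. Leaving out barcodes that match another animal lowered the median number shared between animals to 1.

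Paired nucleotide sequences gave first ranks in 4 animals by the Jaccard index, and in 5 with V and J genes added, and in 3 by the Morisita–Horn index either way. In 3 tables these cover only the annotated part. Under no rarefaction, one depth for all pairs, transcript weights, barcodes with 1 chain of a kind and multiplets kept, these counts were 4 or 5 by the Jaccard index and 2 to 4 by the Morisita–Horn index. Leaving out clonotypes of more than 1 animal sets every different-animal overlap to 0 by construction, so no rank was computed, and the median share of thymus cells was 1.72%. Thymus tables against each other, and spleen or tumor tables against each other, shared a median of 3 clonotypes.

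Leaving out 1 sublibrary at a time gave first ranks in 4 to 5 animals by the Jaccard index and in 1 to 3 by the Morisita–Horn index, a median thymus share of 1.86% to 2.28%, and a higher share of the 10 most frequent clonotypes outside the thymus in 6 to 7 animals. The median number of clonotypes shared between animals was 2 each time. The lowest Morisita–Horn count, 1, came from leaving out sublibrary 4, and the count of 6 from leaving out sublibrary 6. Without sublibrary 4 the Morisita–Horn index of mouse-164C was 5.64e-05, and otherwise 0.00275 to 0.00294, and its Jaccard index fell from 0.000622 to 0.000402. Without sublibrary 2 the Morisita–Horn index of mouse-155C fell from 0.0399 to 0.0252. The Jaccard index of mouse-155A fell from 0.000355 to 0.000237, 0.000175 and 0.00024 without sublibraries 1, 2 and 7, and its Morisita–Horn index from 0.000868 to 0.000337 without sublibrary 2. Without sublibrary 3 the Jaccard index of mouse-160C fell from 0.00108 to 0.000629 and its Morisita–Horn index from 4.42e-05 to 2.25e-05. The share of thymus cells in shared clonotypes fell from 0.0959% to 0.0553%, 0.0551% and 0.0546% in mouse-155A without sublibraries 1, 2 and 7, and from 0.165% to 0.108% and 0.106% in mouse-160C without sublibraries 3 and 8. In mouse-164C the 1 thymus cell of the shared clonotype with the most tumor cells, 741 of 764, lay in sublibrary 4. The 11 shared clonotypes of mouse-164C fell to 6 without sublibrary 2 and to 7 without each of sublibraries 4 and 7. In mouse-155A the 2 shared clonotypes fell to 1 without each of sublibraries 1, 2 and 7, and in mouse-160C the 6 fell to 3 without sublibrary 3. The largest of them had 1 thymus cell, in sublibrary 2 and in sublibrary 3. For mouse-155C the cause was not tested. Without sublibrary 6 the 10 most frequent clonotypes of mouse-155C held 3.02% in the thymus and 2.99% in the spleen.

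Over the other alternatives, 71 of 98 Jaccard values of single animals stayed inside the range of the main draws, with 20 above and 7 below. Over the 12 alternatives with paired clonotypes, the lowest and highest Jaccard values were 0.000229 and 0.000476 in mouse-155A, 0.00366 and 0.00592 in mouse-155C, 0.00464 and 0.00852 in mouse-160A, 0.00371 and 0.00498 in mouse-160B, 0.000359 and 0.00117 in mouse-160C, 0.00534 and 0.00787 in mouse-164B, and 0.000101 and 0.000701 in mouse-164C. The lowest values of mouse-155C, mouse-160A, mouse-160C and mouse-164C came with 2 or more transcripts per chain. For the Morisita–Horn index 62 of 98 stayed inside, with 20 above and 16 below. Over the 12 alternatives with paired clonotypes, the Morisita–Horn index of mouse-160B, 0.0732 in the report, was 0.0265 by transcripts, 0.0311 with 2 or more transcripts per chain, 0.0351 at one depth for all pairs and 0.101 without barcodes that had more than 1 chain of a kind. That of mouse-164B, 0.00854, was 0.00274 by transcripts, 0.0487 without such barcodes and 0.0751 without clonotypes of more than 1 animal. The last of these takes out the most frequent tumor clonotype of mouse-164B by construction. That clonotype was counted in 6 further tables, all of other animals, and so not in the thymus of mouse-164B. Part of the rise in this frequency-weighted index therefore follows from its loss. Leaving out barcodes with more than 1 chain of a kind takes out those that carry both of its TRA chains. The lowest and highest values of the index were 0.00051 and 0.00118 in mouse-155A, 0.0283 and 0.0417 in mouse-155C, 0.00104 and 0.00228 in mouse-160A, 8.47e-06 and 5.37e-05 in mouse-160C, and 4.61e-06 and 0.00311 in mouse-164C. Other causes were not tested.

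The 10 most frequent clonotypes of tumor tables held 39.3% in mouse-160A, 5.69% in mouse-160B, 39.2% in mouse-160C, 11.3% in mouse-164B and 4.04% in mouse-164C without clonotypes of more than 1 animal, which by construction takes out every clonotype that was also counted in another animal. By transcripts they held 69.0%, 13.9%, 55.5%, 41.9% and 31.7% in the same order. Without barcodes that had more than 1 chain of a kind the value of mouse-164B was 17.3%. Each alternative was thinned to its own shallowest table, so these depths differ.

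The median paired share of barcodes was 28.7% without multiplets, in place of 32.2%. It was 22.1% without both multiplets and barcodes that had more than 1 chain of a kind. The median TRBV distance of thymus and second tissue was 0.0745 by distinct chains and 0.245 by transcripts, in place of 0.139. The distance stayed above every distance between thymus tables in all 7 animals under both. Causes not named here were not tested. Depth limits the animals with few shared cells most, since 2 thymus cells of mouse-155A, 7 of mouse-160C and 12 of mouse-164C carry all of their overlap.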

Other observations

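The tests of carried cells, of the 10 most frequent tumor clonotypes, of transcripts in shared thymus cells, of several-cell clonotypes in the second tissue and of CDR3 ends were chosen after the values had been seen. The tests of transcripts and of frequent tumor clonotypes replaced earlier versions that are also given. Apart from convergent recombination, no biological explanation was tested here, since the labels give no groups.

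The overlap differed between the 7 animals. The share of thymus cells in clonotypes of the second tissue was 0.0959% in mouse-155A, 2.34% in mouse-155C, 2.16% in mouse-160A, 3.84% in mouse-160B, 0.165% in mouse-160C, 2.44% in mouse-164B and 0.198% in mouse-164C. As a control, the share of cells in the same spleen or tumor clonotypes was measured in the thymus tables of other animals. Its highest value was 0.564% for mouse-160B tumor, 0.886% for mouse-164B tumor, 0.141% for mouse-155C spleen and 0.483% for mouse-160A tumor, with upper bounds below the lower bound of the own thymus in all 4. Carried or misassigned cells at the rate seen between animals are argued against there. For mouse-155A, mouse-160C and mouse-164C the highest control values were 0.483%, 0.432% and 0.106%, and the intervals overlapped. Their sharing and such background cannot be told apart with 2, 7 and 12 cells.

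Other technical sources of same-animal sharing were tested. A match in all barcode parts except the first-round well was found in 0.588% of the 170 shared clonotypes. This argues against misread wells of counted cells. Barcodes marked as multiplets or lacking a chain were not searched. Nucleotide sequences differed in 0.769% of the 130 that could be read, which argues against convergent recombination. Thymus cells in shared clonotypes had 1 transcript in both chains in 15.7% (12.6 to 19.2) of 503 cells, against 55.3% (46.1 to 64.3) of 123 thymus cells whose clonotype was shared with other animals alone, TRAV11–TRAJ18 cells left out of these 123. This argues against free RNA as the source of most shared cells, which came mainly from mouse-160B and mouse-164B. Taken singly, the interval lay below that of the control in mouse-160A, mouse-160B and mouse-164B, and overlapped it in the other 4 animals, where free RNA stays open. The earlier version compared shared cells with the other cells of the same thymus table and left free RNA open. The value of shared cells was higher in 6 of 7 animals, with intervals apart in mouse-160B alone, at 16.7% against 10.1%, so that some free RNA among the shared cells is not excluded.

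Tumor cells that entered the thymus suspension of the same animal would bring the most frequent tumor clonotypes. In mouse-160A, 0 of 47 shared thymus cells (0%, interval up to 7.55) belonged to the 10 most frequent tumor clonotypes, which held 58.0% of the tumor cells. In mouse-164B the values were 10.8% against 27.9%, and in mouse-160C 0% of 7 cells (interval up to 41.0) against 43.9%. This argues against a random carry-over of tumor cells as the source of all shared cells in these 3 animals, in mouse-160C by a narrow margin. Neither this measure nor the second one below can exclude that part of the shared cells were carried over. The earlier version was a single test over the 5 animals, in which 3 of 5 lay below the tumor value, and it was split by animal because it decided nothing for all 5. In mouse-160B, 3.62% (1.58 to 7.01) stood against 6.25%, and in mouse-164C 8.33% (0.211 to 38.5) against 16.2%, so this measure decides neither. A second measure, added for all 5 animals after the first had been seen, counted the clonotypes of the shared thymus cells. In mouse-160B they made 48 clonotypes, where as many random tumor cells made 205 to 217. This argues against random carry-over as the source of all shared cells there too. The values were 18 against 22 to 34 in mouse-160A and 70 against 124 to 147 in mouse-164B. They were 6 against 5 to 7 in mouse-160C and 11 against 10 to 12 in mouse-164C, inside the range. In mouse-164C carry-over cannot be told apart from sharing, because both measures rest on 12 cells and include the value that random tumor cells give.

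Thymus clonotypes seen in several cells were shared more often than those seen in 1 cell. Of 160 thymus clonotypes with at least 2 cells, 61 were also in the second tissue of the animal, against 109 of 28454 with 1 cell. The share was higher in 6 of 7 animals, the exception being mouse-155A with 0 of 3, and reached 55.6% (39.997 to 70.4) in mouse-164B against 0.610% (0.445 to 0.815). In mouse-160C and mouse-164C it rested on 1 clonotype each, 1 of 8 (12.5%, 0.316 to 52.7) and 1 of 16 (6.25%, 0.158 to 30.2). The interval of mouse-164C overlapped that of its clonotypes with 1 cell, 0.0796 to 0.305. A clonotype with more cells is also easier to detect in both tables, so part of this difference follows from depth. Cell pairs of these clonotypes matched in at least 2 of the 3 other barcode parts in 0.291% of 3441 pairs, against 0.276% for random pairs. This argues against single cells read as several barcodes as the main source. Of these pairs 2572 came from mouse-160B, and without them 3 of 869 matched against 2.39 expected. Single animals had few pairs, with 1 match of 22 in mouse-164C and 1 of 35 in mouse-160C, where such reading is not excluded. The TRAV11–TRAJ18 chain was present in 45 of the 160. Whether such thymus cells were on their way out of the thymus or had entered it from the periphery is not shown by sequences alone.

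Between 5.62% and 10.8% of the TRA-bearing barcodes of thymus tables had the TRAV11–TRAJ18 chain although the cells were isolated as CD8+ T cells. The TRB V genes typical of invariant NKT cells (TRBV1, TRBV13-1, TRBV13-2, TRBV13-3 and TRBV29, listed before the test) made up a median of 88.4% of the TRB chains beside it, against 35.9% in the other cells, with intervals apart in 7 of 7 thymus tables. All 5 genes are also used by other T cells. TRBV13-2 rose from 9.69% to 47.2%, TRBV1 from 5.19% to 9.93%, TRBV13-1 from 7.44% to 13.8% and TRBV29 from 6.72% to 11.3%, while TRBV13-3 fell from 6.85% to 5.94%. This argues against a free TRA chain that entered conventional T cells. The presence of invariant NKT cells among the isolated thymus cells is a candidate explanation. It could not be checked against gene expression, which is not analysed here. Leaving these cells out changed the count of first ranks by the Morisita–Horn index from 3 to 2 and by the Jaccard index from 5 to 4.

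Of 66914 counted cells, 3158 (4.72%) had a TRA CDR3 that did not end in F or W, against 0.124% for TRB. The share was 2.05% (mouse-164B tumor) to 8.86% (mouse-155C thymus). CAVSAQCSPGT was found in 1052 cells, CAASAQCSPGT in 835 and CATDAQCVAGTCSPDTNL in 503, each in all 14 tables. Where nucleotide sequences were held, 5 sequences made up 81.8% of these cells, and the length was not a multiple of 3 in 97.46%. The values are consistent with a few recurrent out-of-frame transcripts that were marked as productive. Such cells would carry another, unrecorded TRA chain, and clonotypes built on these sequences would rest on TRB alone. Leaving them out gave first ranks in 5 animals by the Jaccard index and in 2 by the Morisita–Horn index.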
